A study of Mus musculus with 96 samples. Its data were reported in "The Firre locus produces a trans-acting RNA molecule that functions in hematopoiesis" (2019).

How the data were processed

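Poly(A)+ RNA-seq was performed by the authors on 8 tissues of mouse embryos at embryonic day 11.5 (E11.5): the pre-somitic mesoderm (PSM), both limb buds (forelimb and hindlimb), forebrain and midbrain, and the heart, liver and lung. Embryos were wild-type (WT) or carried a deletion of the *Firre* locus (∆*Firre*), which produces a long noncoding RNA (lncRNA) from the X chromosome. The labels give tissue, sex, genotype and replicate for 96 libraries, which fall into 32 groups of 3 libraries each. Per the labels, 500 ng of total RNA went into each library, except for lung (200 ng) and PSM (80 ng), and libraries were amplified with 10 cycles of PCR.

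The authors mapped reads to mm10 with TopHat and quantified genes of GENCODE vM9 with Cufflinks and Cuffdiff. The deposited values are FPKM, in which the fragments of a gene are scaled by the authors to its transcript length in kilobases and to the mapped fragments of the library. The deposited table holds 28712 genes and gives 1 value per group of tissue, sex and genotype, so 32 columns were used and each is the authors' value over 3 libraries. A further 16 columns, which merge the sexes, were not used. No value per library was analysed here. The spread between replicates is therefore unknown, no difference below has a replicate check, and no p-value, standard deviation or number of replicates is given for any of them.

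The tests planned before the data were examined assumed values per library (limma per tissue, permutation tests for single genes and scores, and Fisher's exact test for the X-linked share), and they were not run. In their place, each tissue was read as 4 group values, WT and ∆*Firre* in males and in females. The difference between genotypes was taken as log2(FPKM + 1) in ∆*Firre* minus log2(FPKM + 1) in WT, once in males and once in females. The pseudocount of 1 FPKM understates the change of low genes. A gene was called changed in a tissue if its mean over the 4 group values was above 1 FPKM and it moved at least 1.5-fold on this scale in the same direction in both sexes. *Firre* itself was left out of the calls. The 1.5-fold threshold was set after it was known that the table holds no replicates and before any gene was counted.

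Background was measured in the same way from the same values. Genes that moved at least 1.5-fold in opposite directions in the sexes were counted in each tissue. Females were also compared with males in WT and in ∆*Firre*, and autosomal or unplaced genes that moved at least 1.5-fold in the same direction in both genotypes were counted. Genes that moved in opposite directions also stand in for the planned genotype by sex interaction, which was not tested.

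The globin score was the mean change in log2(FPKM + 1) over 7 haemoglobin genes (*Hba-a1*, *Hba-a2*, *Hba-x*, *Hbb-bs*, *Hbb-bt*, *Hbb-bh1* and *Hbb-y*), and an erythroid score was made from 12 of 13 listed red blood cell genes that the table names. To say whether a gene list stood apart in a tissue, the median change of its members was placed among 10000 random lists of the same size, each member being drawn from the 100 genes nearest in mean expression. Members of these lists are not independent of each other, and they did not always move the same way. This percentile therefore only describes these group values.

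Genes were named by a rule set before the data were examined: *Firre*, *Xist*, *Malat1* and *Hs6st2*, the globin genes, the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, the changed gene with the largest rise and the one with the largest fall in each tissue, and up to 10 genes changed in the most tissues. Ties in that last part were broken by the size of the change, since no p-values were computed. Genes outside the rule are marked where they are named. Some genes that the rule selects are not reported here.

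Gene positions are those of RefSeq on GRCm38.p6, the assembly that mm10 represents, 1-based. Symbols or unique synonyms placed 95.7% of the 15595 genes above 1 FPKM in any tissue. Gene types, transcript lengths and GC content came from an older GENCODE release (vM1) by Ensembl identifier, which gave a type to 94.8% of those genes, and no coordinate of that release was used. Globin paralogs are near-identical in sequence, and reads shared between *Hba-a1* and *Hba-a2* or between *Hbb-bs* and *Hbb-bt* can be split between them by the quantification, so their separate values are uncertain. *Xist* is overlapped by the antisense gene *Tsix* (X chromosome, 103431517 to 103484957), and the counting was not stated to use strand.

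FPKM carries no read totals. For genes with a single annotated transcript of 0.8 to 8 kb, however, FPKM multiplied by transcript length fell on steps in each group. The lowest step lay between 0.00644 (∆*Firre* male forebrain) and 0.0211 FPKM × kb (WT female lung), a 3.28-fold range of relative depth, with a lower step meaning deeper sequencing. Whole reads could not be recovered, because each value covers 3 libraries, and no count test was run. In lists, a gene at 0 FPKM is a gene listed at 0, not one shown to be absent.

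Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on expression, median-of-ratios scaling of the 4 columns of a tissue, leaving out globin genes with the rest rescaled to an equal total, each sex alone, an erythroid list in place of the globin list, and a 4 Mb window around *Firre* in place of 2 Mb. Thresholds of 1.2-fold and 2-fold, a filter at 10 FPKM and the alternatives for the count of genes moving 1 way in all 16 comparisons were added after the data were seen.

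Trends on GC content and on transcript length were fitted by lowess (fraction 30%) to the changes of all genes above 1 FPKM in a tissue, separately for each sex, and subtracted. The calling step was tested on simulated group values in which 200 genes were changed by a known fold, with noise taken from the differences between the WT groups. With 12690 heart genes and 2-fold changes, 91.5% of the changed genes were called, with 0 calls among unchanged genes. With 12778 forelimb genes, 88.5% were called, also with 0 calls among unchanged genes. This simulation holds only independent noise between groups, not differences between embryos or dissections. The noise was drawn from a normal distribution sized by the median absolute deviation, which leaves out extreme genes. It gave 0 genes in opposite directions in the heart, where the data had 3, and 0 in the forelimb, as in the data. The 0 calls among unchanged genes are therefore no rate of false calls for the data. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.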

Results

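RNA-seq of 8 tissues from E11.5 mouse embryos was compared between WT and ∆*Firre* embryos of both sexes, with 3 libraries in each of 32 groups. Every value below is the authors' FPKM for a group of 3 libraries. There are no replicate values, so no difference between groups was set against a replicate spread. Between 12418 (∆*Firre* male hindlimb) and 13318 genes (WT female midbrain) were above 1 FPKM in a group. The 10 most abundant genes held between 6.38% (∆*Firre* male forebrain) and 16.1% (WT male heart) of the summed FPKM. Relative depth, read from the lowest expression steps, differed little between genotypes. In males, the depth of the ∆*Firre* group was between 0.915 (liver) and 1.10 (heart) times that of the WT group, and in females between 0.824 (midbrain) and 1.15 times (lung). It differed more between the sexes, and in WT embryos the male group was the deeper in 7 of 8 tissues, by up to 1.95-fold in the liver.

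Expression of the deleted gene and of sex-specific genes was examined first as a check of the group labels. *Firre* (ENSMUSG00000085396; X chromosome, 50563120 to 50635321) ranged from 13.9 FPKM in WT male liver to 50.6 FPKM in WT female forelimb. In the 16 ∆*Firre* groups it lay between 0.00104 FPKM (female heart) and 0.0703 FPKM (female forelimb). On the log2(FPKM + 1) scale it was lower in ∆*Firre* in all 16 comparisons, by −3.89 in male liver to −5.62 in male forelimb. A pseudocount of 0.1 moved the mean over the sexes furthest in the liver, from −4.01 to −7.18. Male groups carried *Ddx3y* at 11.2 to 19.4 FPKM in WT and 12.2 to 20.1 FPKM in ∆*Firre*, and no female group exceeded 0.0202 FPKM. *Eif2s3y* lay between 23.1 and 41.3 FPKM in male groups, *Kdm5d* between 5.63 and 12.2 FPKM and *Uty* between 7.75 and 11.3 FPKM, and in female groups none of them exceeded 0.0321 FPKM. *Xist* was at 109 FPKM or more in each female group and at 0.466 FPKM or less in each male group. The labels for genotype and sex thus matched these genes in every group.

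**Figure D1:**
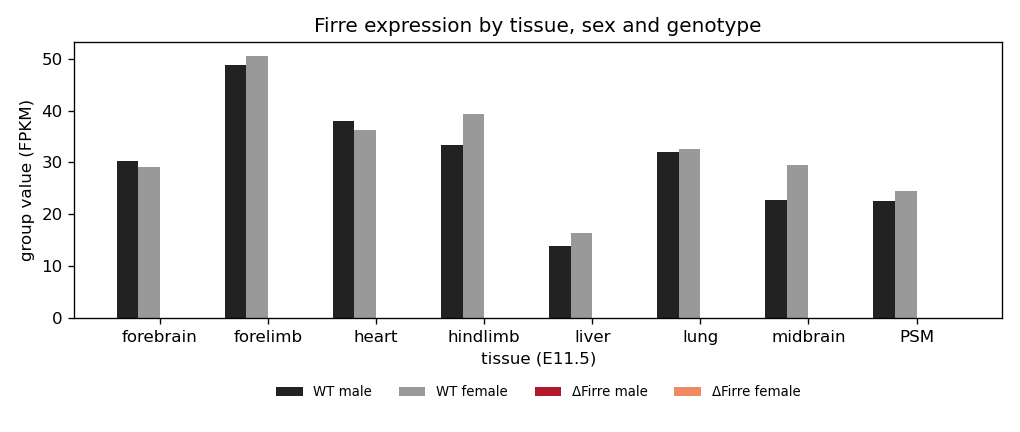
*Firre* expression (FPKM, vertical axis) in 8 E11.5 tissues (horizontal axis), with a bar for the authors' value of each group of 3 libraries: WT males, WT females, ∆*Firre* males and ∆*Firre* females. WT bars run from 13.9 to 50.6 FPKM, and the ∆*Firre* bars, at most 0.0703 FPKM, cannot be seen at this scale.

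The abundance of *Firre* in WT tissues was then compared with that of other genes above 1 FPKM, using the mean of the male and female values. The median of noncoding genes (lincRNA and processed transcript types) lay between 2.61 FPKM in the liver and 3.21 FPKM in the PSM. For protein-coding genes it lay between 13.3 FPKM in the heart and 14.7 FPKM in the forelimb. *Firre* was above 83.1% of noncoding genes in the liver, its lowest rank, and above 95% in the forelimb, its highest. Among protein-coding genes, it was above 53.7% in the liver and 84.5% in the forelimb. *Malat1* (ENSMUSG00000092341; chromosome 19, 5795690 to 5802672), another lncRNA, was above 88.4% of noncoding genes in the PSM and above 97.9% in the heart.

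Because *Firre* lies on the X chromosome, its WT level was compared between the sexes. The female value exceeded the male value in 6 of 8 tissues. The female minus male difference ranged from −0.06 in the heart to 0.37 in the midbrain (log2), where *Firre* was at 29.6 FPKM in females and 22.7 FPKM in males. Its mean over the tissues was 0.11, and 0.12 under median-of-ratios scaling, the alternative that moved it most.

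Whether the deletion altered *Xist* (ENSMUSG00000086503; X chromosome, 103460373 to 103483233) was examined in females. The level was higher in ∆*Firre* than in WT females in 5 tissues and lower in 3. Differences ran from −0.13 in the forelimb (217 FPKM in WT, 198 FPKM in ∆*Firre*) to 0.18 in the PSM (109 FPKM in WT, 124 FPKM in ∆*Firre*). Their mean was 0.05, and 0.04 under median-of-ratios scaling.

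Genes that changed with the genotype were counted in each tissue as those moving at least 1.5-fold in the same direction in both sexes. The paper states that embryos came from *Firre*+/− females mated with WT or with ∆*Firre* males. WT females could come only from WT sires and ∆*Firre* females only from ∆*Firre* sires. In females, genotype therefore cannot be told apart from sire or litter. Of 12677 genes tested in the heart, 103 changed, and all of these were lower in ∆*Firre*. Of 13036 genes tested in the forebrain, 25 changed, 22 higher and 3 lower. The other 6 tissues had 24 calls together: 7 in the PSM, 7 in the hindlimb, 5 in the forelimb, 2 in the lung, 2 in the midbrain and 1 in the liver. Leaving out the globin genes and rescaling the rest moved the share of higher genes from 88% to 98.1% in the forebrain, from 14.3% to 50% in the PSM and from 50% to 33.3% in the lung. In the PSM, 2 of the 6 lower genes were globin genes, which this setting removes, and in the forebrain it raised the median of all genes by 0.09 in males and 0.10 in females. Median-of-ratios scaling moved the share from 40% to 20% in the forelimb. In the forebrain and heart the threshold moved the count most, to 1248 and 293 genes at 1.2-fold, against 3 and 27 at 2-fold. In the PSM, lung and liver the use of males only moved it most, to 245, 142 and 49 genes. Of these, 172, 122 and 39 were higher in ∆*Firre* and 73, 20 and 10 lower.

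These counts were compared with background counted from the same groups. Genes moving at least 1.5-fold in opposite directions in the sexes numbered 3 in the heart and 4 in the forebrain. Over the 8 tissues they came to 31, including 9 in the liver, 7 in the midbrain and 5 in the PSM. Females differed from males in both genotypes at 11 autosomal or unplaced genes in the heart and 6 in the forebrain. In the heart and forebrain the genotype count was larger than either background. In the PSM, hindlimb, lung, liver and midbrain it was smaller than the count for sex (18, 21, 8, 15 and 29 genes). In the forelimb both counts were 5. Against genes moving in opposite directions, the genotype count was larger in the PSM (7 against 5), hindlimb (7 against 0) and forelimb (5 against 0). It was smaller in the liver (1 against 9), lung (2 against 3) and midbrain (2 against 7). This order depended on the settings. In the forelimb, a pseudocount of 0.1 gave 20 changed genes against 7 for sex and 2 in opposite directions, and 1.2-fold gave 136 against 23 and 21. In the PSM, 1.2-fold gave 225 against 178 and 69, and in the lung 69 against 52 and 147. Across genes, which are not independent replicates, the changes in males and females correlated with r = 0.76 in the forebrain and r = 0.62 in the heart. In the other tissues r lay between −0.32 in the liver and 0.29 in the forelimb.

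**Figure D2:**
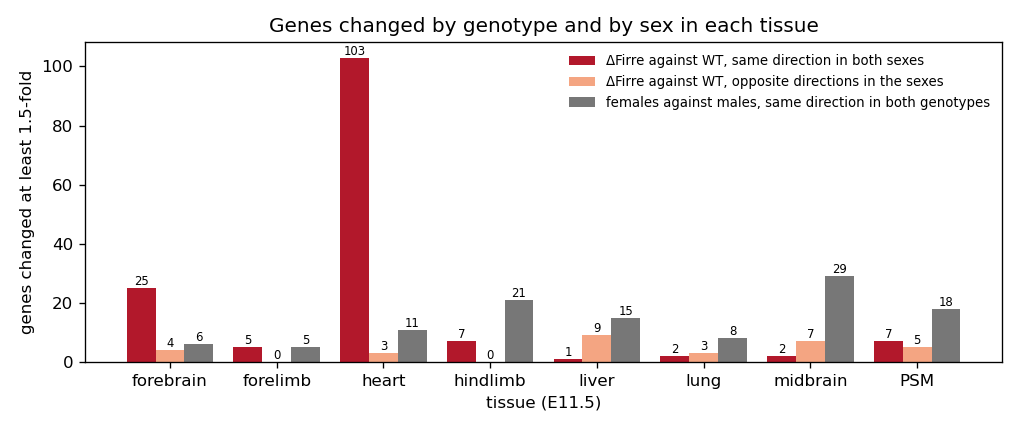
Number of genes changed at least 1.5-fold (vertical axis) in each E11.5 tissue (horizontal axis), with a bar each for genes changed in the same direction in both sexes, genes changed in opposite directions in the sexes, and autosomal or unplaced genes differing between females and males in both genotypes. The genotype bar is the tallest in the heart (103) and the forebrain (25), and lies at 7 or below in the other 6 tissues.

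Among the genes called in the forebrain, *Ttr* (ENSMUSG00000061808; chromosome 18, 20664209 to 20674326) fell most, from 7.42 to 4.32 FPKM in males and from 11.49 to 3.37 FPKM in females. *Nim1k*, which was not called there, fell more on the mean over the sexes (−1.17 against −1.09). The 22 genes higher in the ∆*Firre* forebrain included, named after their values were seen, *Tbx2*, *Nkx2-1*, *Otp*, *Lhx6* and *Lhx8*. GC content accounted for 22.1% of the variance of the forebrain change across genes, against 2.27% in the heart. Of the 23 changed forebrain genes with a known GC content, 12 remained past the threshold once the trend on GC content was removed, and so did 12 once the trend on transcript length was removed.

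Among the genes called in the heart, the largest fall was that of *Hbb-bs* (ENSMUSG00000052305; chromosome 7, 103826523 to 103827928), from 84.1 to 38.1 FPKM in males and from 141 to 21.0 FPKM in females. All 19 globin and erythroid list genes in the table were among the 103 lower genes. Of the 93 lower genes with a known GC content, 92 remained past the threshold after its trend was removed.

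The remaining tissues had few calls. *Hbb-bs* also fell most among the genes called in the PSM, by −2.14 in males and −2.23 in females. *Lin28a* rose there, by 0.87 and 0.71. In the hindlimb, *Nr2f1* rose by 0.69 in males and 1.06 in females, and *Kera* fell, with changes of −1.14 and −0.77. *Alb* rose in the lung, from 16.2 to 28.2 FPKM in males and from 0.473 to 12.4 FPKM in females. *mt-Co2* fell in the midbrain, from 4.12 to 1.26 FPKM in males and from 6.58 to 1.77 FPKM in females. The 5 forelimb genes were *Efcab7*, which rose by 0.99 and 0.59, *Igdcc3*, named after its values were seen, which rose by 0.74 and 0.71, and *Nim1k*, *Hbb-bs* and *Hbb-bt*, which fell.

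Of 140 genes changed in any tissue, 4 changed in 2 or more tissues, and each was lower in ∆*Firre* wherever it was called. With a pseudocount of 0.1 the number was 18, and at 1.2-fold it was 214. *Nim1k* (ENSMUSG00000095930; chromosome 13, 119710094 to 119755882) was called in 7 tissues. It was lower in ∆*Firre* in all 16 comparisons, by −0.51 in female forebrain to −2.44 in male lung. It also differed between the sexes, being higher in females than in males of the same genotype in all 16 comparisons. WT females were the highest and ∆*Firre* males the lowest of the 4 groups in 8 of 8 tissues. *Hbb-bs* was called in 4 tissues (heart, PSM, forelimb and hindlimb) and *Hbb-bt* in 3 (heart, PSM and forelimb).

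**Figure D3:**
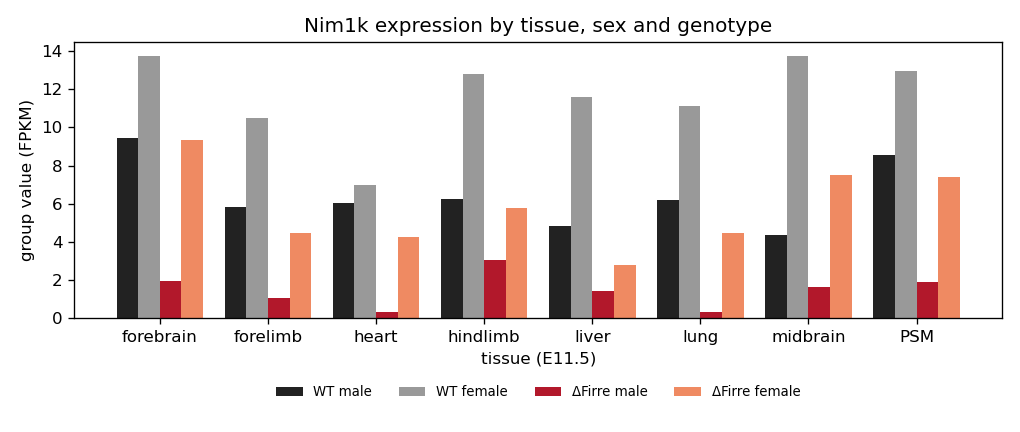
*Nim1k* expression (FPKM, vertical axis) in 8 E11.5 tissues (horizontal axis), with a bar for the authors' value of each group of 3 libraries. WT females are the highest and ∆*Firre* males the lowest of the 4 groups in each tissue, and the values run from 0.322 FPKM (∆*Firre* male heart) to 13.8 FPKM (WT female forebrain).

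Because the study went on to examine the blood system, a score of haemoglobin genes was compared between genotypes in each tissue. It was lower in the ∆*Firre* heart by −1.10 in males and −1.90 in females (log2). In the PSM the changes were −0.83 and −0.60, in the forelimb −0.52 and −0.37, in the hindlimb −0.27 and −0.28 and in the forebrain −0.37 and −0.10. In the lung the score rose by 1.30 in males and by 0.00 in females. In the liver it rose by 0.19 and 0.08, but none of its 7 genes moved in the same direction in both sexes. There *Hbb-bs* changed by 1.55 in males and −0.16 in females, and *Hba-x* by −0.84 and 0.33. In liver males *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* rose while *Hba-x*, *Hbb-bh1* and *Hbb-y* fell, and in females each moved the other way. The share of the 7 genes in the summed FPKM went from 4.02% to 3.20% in males and from 3.02% to 3.56% in females. The liver score thus averages over genes that moved apart. In the midbrain it moved by 0.31 in males and −0.29 in females. The score thus fell in both sexes in 5 tissues. In these, the number of the 7 genes lower in both sexes was 7 in the heart, 6 in the PSM and hindlimb and 5 in the forelimb and forebrain. Between WT groups alone, females differed from males by up to 0.59 (PSM) and 0.50 (lung), with a median size over the tissues of 0.274. Between ∆*Firre* groups they differed by 0.82 in the PSM, −0.81 in the midbrain and −0.80 in the lung. The decrease in the heart exceeded in size each of these differences between the sexes in both males and females, and so did the rise in male lung. The PSM decrease did so by a small margin in males (−0.83) and not in females (−0.60). The median change of the globin genes, averaged over the sexes, lay below each of the 10000 random matched lists in the heart, PSM, forelimb and hindlimb (percentile 0), and above each of them in the lung and liver (percentile 100), although in the liver the 7 genes moved in opposite directions in the sexes. The erythroid list moved the scores most and gave a mean rise of 0.20 in the forebrain, where the globin score fell. That rise came from females (0.50), while in males the erythroid score also fell (−0.10).

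**Figure D4:**
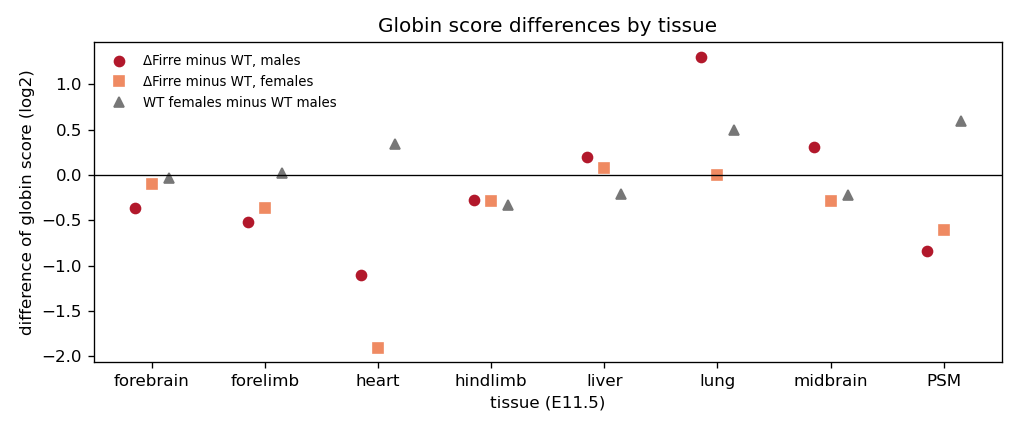
Difference of globin score (log2, vertical axis) in 8 E11.5 tissues (horizontal axis), with points for ∆*Firre* minus WT in males, ∆*Firre* minus WT in females, and WT females minus WT males. The lowest points are those of the ∆*Firre* heart (−1.10 and −1.90) and the highest is that of ∆*Firre* male lung (1.30).

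Effects of the deletion on neighbouring genes were examined in a window of 2 Mb centred on *Firre*. It holds 11 other genes of the table, of which 5 (*Igsf1*, *Stk26*, *Rap2c*, *Mbnl3* and *Hs6st2*) were above 1 FPKM in at least 1 tissue, giving 35 pairs of gene and tissue. None of the pairs was called, and a 4 Mb window also gave 0. The mean change over the sexes lay between −0.35 (*Hs6st2* in the forebrain) and 0.18 (*Igsf1* in the heart). *Hs6st2* (ENSMUSG00000062184; X chromosome, 51386637 to 51681705) went from 13.8 to 11.1 FPKM in male forebrain and from 14.7 to 10.9 FPKM in female forebrain. It was also lower in both sexes in the PSM, by −0.30 and −0.37, and in the midbrain, by −0.16 and −0.13. It was higher in both sexes in the forelimb, by 0.26 and 0.05, and in the heart, by 0.22 and 0.12. In the hindlimb, liver and lung the sexes moved in opposite directions.

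To compare the X chromosome with the rest of the genome, the share of X-linked genes was taken among genes changed in any tissue. Of 137 changed genes with a known position, 4 were X-linked, or 2.92%. Of 14925 genes tested, 511 were X-linked, or 3.42%. The 4 genes, named after their values were seen, were *Alas2*, *Gata1*, *Slc38a5* and *Xk*, and all 4 were called in the heart. A pseudocount of 0.1 gave 4.10%.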

Values the study reported

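The study reported a total of 3910 genes differentially expressed between WT and ∆*Firre* over the embryonic tissues. Of these, 271 were reported in more than a single tissue. *Hs6st2* was reported as the only gene of the 2 Mb window with a change in an embryonic tissue, with a log2 fold change of −0.38 in the forebrain.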

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

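The choice of measures looked at here, and of opposite directions in any tissue as the reason to list them, was made after the values were seen, while the test against noise was fixed before its result was seen. For a few measures of the report the ∆*Firre* minus WT change had opposite signs in males and females. Each sex has 1 value per genotype in a tissue, so the difference between the sexes was not tested.

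The globin score in the midbrain rose by 0.31 in males and changed by −0.29 in females, a female minus male gap of −0.59 (log2). The erythroid list rose in both sexes there, by 0.36 and 0.13, so the opposite directions of the midbrain did not extend to it. That list had opposite signs in the liver (0.35 and −0.16), the forebrain (−0.10 and 0.50) and the hindlimb (−0.04 and 0.01). *Malat1* was lower in ∆*Firre* males and higher in ∆*Firre* females in the heart (−0.21 and 0.52, gap 0.73), the forelimb (−0.21 and 0.36, gap 0.57) and the hindlimb (−0.04 and 0.28, gap 0.32). In the liver it moved the other way (0.10 and −0.05, gap −0.15). *Malat1* was higher in both sexes in the forebrain (0.20 and 1.07), midbrain (0.68 and 0.34), PSM (0.30 and 0.61) and lung (0.11 and 0.24). *Hs6st2* was lower in males and higher in females in the hindlimb (−0.14 and 0.19, gap 0.33) and the liver (−0.14 and 0.19, gap 0.33), and the reverse held in the lung (0.13 and −0.15, gap −0.27).

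If there were no genotype effect, noise independent between genes would give opposite directions in about as many genes as equal ones. Over the tissues with opposite directions for the globin score, *Malat1* or *Hs6st2*, the median share of all tested genes with opposite directions was 49.2%. It ranged from 34.3% in the heart and 40.9% in the forelimb to 62.3% in the liver and 64.0% in the lung. The median thus joins tissues that lie on both sides of an equal split. Noise independent between genes does not by itself describe the heart and forelimb, with fewer opposite directions, or the liver and lung, with more. Noise shared by many genes, such as a trend on GC content, could also move the share, and this was not tested. Opposite directions may be noise in the hindlimb (46.3%) and midbrain (52.0%). The size of the gap adds some information for *Malat1*. Among the 100 genes nearest in mean expression, its gap lay at percentile 100 in the heart, forelimb and hindlimb, and at percentile 76 in the liver. For *Hs6st2* the percentiles were 99 in the hindlimb, 89 in the liver and 74 in the lung. These percentiles compare genes, not embryos. The gaps cannot be told apart from differences between embryos or libraries, and no biological explanation was tested.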

How the results depend on the processing

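No paired analysis was possible because each column holds 1 value over the 3 libraries of a group and carries no replicate number. For the same reason sex as a covariate, the replicate block, limma with and without trend, arrayWeights, DESeq2 or a count test on recovered reads, leaving out each replicate and permutation of labels were not run. The thresholds of 1.2-fold and 2-fold, the filter at 10 FPKM and the alternatives for genes moving in 1 direction in 16 comparisons were chosen after the data were seen. The cause was not tested for any of the changes below.

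With a pseudocount of 0.1 in place of 1, the count of changed genes went from 25 to 67 in the forebrain, 5 to 20 in the forelimb, 7 to 18 in the hindlimb, 1 to 3 in the liver, 2 to 14 in the lung and 7 to 34 in the PSM. Genes changed in 2 or more tissues went from 4 to 18, genes moving in opposite directions in the sexes from 31 to 82, and the globin score of the hindlimb from −0.28 to −0.29. With globin genes left out and the rest rescaled, 52 genes changed in the forebrain and 3 in the forelimb, and 4 genes in place of 2 moved in 1 direction in all 16 comparisons. This rescaling moved the median of all genes in male PSM by 0.16 (log2), from −0.01 to 0.15, and by less than 0.1 elsewhere. It removes globin calls by construction, 7 in the heart, 2 each in the forelimb and PSM and 1 in the hindlimb. Of the other calls it kept 23 of 25 in the forebrain, 94 of 96 in the heart, 2 of 3 in the forelimb and 4 of 5 in the PSM. Median-of-ratios scaling kept all calls of the forebrain and heart. The median change of all genes was at most 0.023 (log2) in size as deposited. This scaling thus had little to change, and the kept calls say little about robustness.

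In males only, 55 genes passed 1.5-fold in the forebrain, 38 in the forelimb, 21 in the hindlimb, 49 in the liver, 142 in the lung, 51 in the midbrain and 245 in the PSM. In females only, 175 passed in the forebrain, 32 in the forelimb, 227 in the heart, 39 in the hindlimb, 32 in the liver, 75 in the lung, 39 in the midbrain and 48 in the PSM.

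At 1.2-fold in both sexes there were 1248 changed genes in the forebrain, 136 in the forelimb, 293 in the heart, 62 in the hindlimb, 29 in the liver, 69 in the lung, 52 in the midbrain and 225 in the PSM, with 214 genes in 2 or more tissues and 458 genes in opposite directions. At 2-fold there were 3 in the forebrain, 1 in the forelimb, 27 in the heart, 0 in the hindlimb, 1 in the lung, 1 in the midbrain and 1 in the PSM, with 2 genes in 2 or more tissues. With a mean above 10 FPKM there were 5 in the forebrain, 3 in the forelimb, 54 in the heart, 1 in the hindlimb, 0 in the liver, 1 in the lung, 0 in the midbrain and 4 in the PSM.

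The erythroid list in place of the globin list reversed the forebrain score, from −0.23 to 0.20, through females (0.50) and not males (−0.10). It gave −0.23 in the forelimb, −0.015 in the hindlimb and −0.30 in the PSM, against −0.44, −0.28 and −0.72 for the globin list. In the midbrain it gave 0.25 against 0.01, a move smaller than the spread between the sexes there. Of the values of the 23 main results, 63 stayed within the limits set for them, that midbrain value included, while 56 moved and 1 reversed. For counts the limit was a factor of 1.5. For single named genes, 119 values over 49 results stayed and 21 moved. The calls of the heart were all lower under median-of-ratios scaling, without globin genes, at 2-fold and above 10 FPKM, and included 15 higher genes at 1.2-fold, 2 at a pseudocount of 0.1, 11 in males only and 9 in females only. Depth varied up to 3.28-fold between groups, and the counting error of a low value could not be computed from group FPKM.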

Other observations

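The tests on GC content and transcript length of the heart and forebrain genes were written before their results were seen. All other tests below, the marker lists and the regroupings were chosen only after the result they bear on was seen.

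The genes lower in the ∆*Firre* heart included all 19 globin and erythroid list genes in the table, which led to the hypothesis that the heart pieces differed in blood content. Lung males, where the globin score rose, were used as a test. Of the 103 heart genes, 101 (98.1%) were higher in ∆*Firre* than in WT lung males, against 50% of all lung genes, and 67 were at least 1.5-fold higher. In lung females, where the score did not move, 48 of them were higher. The heart genes therefore moved together with globin in a tissue where the direction was the opposite, which is consistent with a difference in the amount of blood. It does not tell blood left at dissection from fewer red blood cells in ∆*Firre* embryos. GC content and length held only 2.27% and 0.974% of the variance of the heart change, so there was little trend to remove, and 98.9% and 100% of the genes with a value remained past the threshold afterwards. Of the 3 ways to split the 4 heart groups into pairs, 1 (the genotype split) gave as many genes, and 3 splits are too few to settle whether grouping by chance could do so.

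The globin score itself also varied without any difference in genotype. The median size of the WT female minus male difference was 0.758 times the median size over tissues of the ∆*Firre* minus WT difference averaged over the sexes. Without that averaging the median sizes were 0.274 and 0.335 (log2). Variable blood content of the pieces may therefore account for part of the globin differences, and a genotype effect cannot be told apart from it here. More or less of the same blood would move the genes alike. Mean changes ran from −2.18 (*Hbb-bs*) to 0.04 (*Hbb-bh1*) in the PSM and from −0.91 to 0.17 (same genes) in the hindlimb. Blood amount alone does not describe these 2 tissues, although the separate *Hbb-bs* value is uncertain. The heart decrease was larger in both sexes than any difference between the sexes within a genotype. The PSM decrease was not, since ∆*Firre* females and males of the PSM differed by 0.82.

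In the forebrain, 52.2% of the changed genes with a known GC content remained past the threshold after the GC trend was removed, and 52.2% after the trend on transcript length. These shares lie just above the limit of 50% set beforehand, while GC content held 22.1% of the variance of the forebrain change and length 14.4%. Both explanations were therefore left open, a decision made after the results were seen. Part of the forebrain count may come from differences in GC content or length dependence between libraries. The genotype split was the 1 of 3 splits of the forebrain groups that gave as many genes, which again cannot settle the matter. Trends on GC content were not limited to the genotype contrast. Between WT females and WT males, GC content accounted for 13.4% of the variance in the liver, 12.4% in the hindlimb, 11.6% in the midbrain and 9.60% in the forebrain. For ∆*Firre* minus WT it accounted for 20.5% in forebrain males, 19.3% in forebrain females, 20.7% in midbrain females and 14.9% in PSM males, but for 2.77% in midbrain males and 0.780% in PSM females.

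Genes such as *Nkx2-1*, *Lhx6* and *Otp* among the higher forebrain genes led to a hypothesis about which part of the tissue was sampled. A list of other ventral forebrain markers, 9 of 14 above 1 FPKM, had a median change of 0.39 and lay at percentile 100 of random matched lists, with 7 genes higher in both sexes. A list of 11 endothelial markers had a median change of 0.33 and also lay at percentile 100. A dorsal list of 10 genes had a median change of −0.06 and lay at percentile 41.3, with 3 genes higher and 4 lower in both sexes. The list as a whole showed no loss of dorsal tissue, but members moving both ways cannot rule it out. None of the listed genes was among the 60 forebrain genes looked at before the lists were written. After removal of the GC trend the medians were 0.29 and 0.27, and after removal of the length trend 0.42 and 0.38. The percentile was 100 each time, and a measure at its ceiling cannot show how stable the result is, so a part played by GC content or length remains open. More ventral tissue and more vessel tissue in the ∆*Firre* pieces are candidate explanations that remain, while less dorsal tissue was left undecided. A difference in dissection cannot be told apart from a difference between the embryos.

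*Nim1k* and *Hmgcs1* were the only genes of 13674 that moved in 1 direction in all 16 comparisons of genotype, both lower in ∆*Firre*, where 0.417 genes would be expected if directions were independent. For sex, 23 autosomal or unplaced genes did so, but that count cannot tell real differences between the sexes from directions shared across tissues. Independence was therefore not tested, and the expected number is only a reference. *Hmgcs1*, and the neighbours named here with it, were chosen after their values were seen. It lies next to *Nim1k* (chromosome 13, 119690351 to 119708260), and was lower in 16 of 16 comparisons. *Ccl28* was lower in 14, *Paip1* in 10, *Nnt* in 9 and *Zfp131* in 6. *Ccl28* did not exceed 0.574 FPKM in any group, below the filter of 1 FPKM, so its count carries little weight. A variant near these genes carried by some of the embryos is a candidate explanation, but *Hmgcs1* was picked for showing the pattern, so its 16 of 16 is no independent test. *Nim1k* was also higher in females than in males of the same genotype in 16 of 16 comparisons, which a genotype effect alone would not give. *Hmgcs1* was higher in females in 13 of 16, a count that settles little, since the limit of 14 for that test was written with the values in view. The levels go against a fixed share of *Hmgcs1* reads being counted to *Nim1k*. In hindlimb males *Hmgcs1* changed by −0.01 and *Nim1k* by −0.83, and in WT PSM *Hmgcs1* was lower in females (−0.21) while *Nim1k* was higher (0.55). If the tissues of a group came from the same embryos, the 16 comparisons amount to far fewer, and the labels do not say whether they did.

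The number of genes changed in any tissue here was 140. That is lower than the value quoted from the study above. The number changed in 2 or more tissues here was 4. That is lower than the value quoted from the study above. The rule used here rests on group values without replicates and is not the test of the study.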
